A study of Mus musculus with 9 samples.

How the data were processed

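The samples were 9 RNA sequencing libraries from mouse embryonic stem cells labelled β-catenin null, 3 per group, treated for 30 min under control conditions, with BRD0705 or with CHIR. Groups and replicate numbers came from the library descriptions in the labels. Per the labels' protocols, libraries were made from total RNA with a TruSeq kit and ribosomal RNA depletion, while the molecule label names polyA RNA; which applies was not resolved. The series design and the sample protocols name different RNA extraction kits. The authors deposited raw read counts per gene symbol as whole numbers, in a table of 52264 rows. The aligner, the counting tool, the genome build, the annotation and the use of strand are not stated in the labels or the file headers. The authors also deposited a normalized table, treated here as a signal in scaled counts. In each library the ratio of raw to normalized value was constant to within 9.98e-10, and the factors matched median-of-ratios size factors computed from the raw table over all 9 libraries to within 8.05e-12.

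Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter by group with a minimum count of 10, and the quasi-likelihood F test with all 9 libraries in one fit of 3 group means, which leaves 6 residual degrees of freedom. The common dispersion was 0.00356. Genes passed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors of log2 fold changes were taken from the fold change and its F statistic. All tests were 2-sided. CPM values used TMM-scaled library sizes, and log2 CPM a prior count of 2. Gene panels were tested with camera in limma 3.58.1 with an inter-gene correlation of 0.01, and adjusted over 12 tests, or over 3 for the feeder markers.

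The gene panels, the feeder marker list, the tests and the rule for naming genes were fixed before the data were examined. The genes named were the genotype and target genes Ctnnb1, Gsk3a, Gsk3b, Tcf7l1 and Jup, panel members past the threshold over all genes or over their panel, and for each contrast up to 4 higher and 4 lower genes with the largest changes among those past the threshold, with a mean log2 CPM of at least 1 and no overlap between the CPM values of the groups. Of the genes that met this rule, 1 is not reported here.

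Libraries carry the replicate numbers 1 to 3 in each group in the labels, which is where the pairing used as the replicate block comes from; the labels do not say that equal numbers were handled together. Correlation between same-numbered libraries was checked on the deviations of log2 CPM from the group means.

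Depth was 17359422 to 20773337 counts per library. On counts simulated from the real means, library sizes and dispersions, with 200 genes changed among 15196 tested, edgeR recovered 99% of changes of 1 on the log2 scale and 78% of changes of 0.5, and 4.84% of its calls were false. DESeq2 recovered 98% and 77%. Over 100 simulated data sets with no change, camera gave an unadjusted p under 0.05 in 1.33 to 3.00% of tests per panel. The simulated genes were drawn independently, so this does not test camera on panels whose genes vary together. A GC trend added to the simulated BRD0705 libraries gave 1866 false calls among 15366 tested genes, and 0 after the GC and length correction. In the same simulation as the first, the feeder score as a covariate lowered the recovery over both sizes of change from 88.5% to 70.0%, and 10.3% of the calls were false. With 300 simulated genes following the feeder score at a slope of 2 among 15366 tested, there were 152 calls without the covariate and 2 with it. A transcript from feeder cells alone would have a slope of 1, so this does not show how many calls feeder RNA can give.

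Gene length, GC content, exons and positions came from GENCODE vM39 on GRCm39, which is not stated to be the annotation the authors used. Of the rows of the count table, 49220 matched by symbol and 119 by an older symbol, and 98.1% of the tested genes had a GC content and length. Rows that can share reads were 912 of the tested genes. They had a second row of the same symbol, several annotated genes of the symbol, or an overlapping gene on the same strand that was also tested. Overlaps with rows that were not tested are not counted. The feeder marker score of a library is the mean log2 CPM of 10 fibroblast marker genes.

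The alternatives tried were the replicate block, DESeq2 1.42.0, limma voom, DESeq2-type size factors in edgeR, library size only, no low-count filter, a mean CPM of at least 1, only the groups compared in the fit, the deposited normalized values as log2(value + 1) and log2(value + 0.1) with limma, an absolute log2 fold change of at least 1, leaving out each library in turn, separate control libraries for each inhibitor in the correlation, and an estimated inter-gene correlation in camera. Chosen after seeing the data were a correction of each library's trend over GC content and length (splines with 5 degrees of freedom each), that correction with the replicate block, the feeder marker score as a covariate, leaving out rows that can share reads, and an estimated inter-gene correlation for the feeder markers.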

Results

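RNA sequencing libraries were compared from mouse embryonic stem cells labelled β-catenin null. BRD0705 is a kinase inhibitor selective for GSK3α, and CHIR-99021, written CHIR here, inhibits both GSK3α and GSK3β. GSK3 marks β-catenin, the effector of Wnt signalling, for degradation, and the series concerns GSK3α in stem cell maintenance. Per the labels, the cells were expanded with 3 µM CHIR, 1 µM of the MEK inhibitor PD03 and 40 ng/ml LIF on feeder-treated dishes, and the medium was changed to N2B27 overnight. They were then exposed to control conditions, BRD0705 or CHIR for 30 min, at doses the labels do not give. There were 3 libraries in each of the 3 groups, 9 in all.

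Total counts per library were 20449328, 20282248 and 20261915 in control replicates 1 to 3, 18746267, 17359422 and 20773337 in the BRD0705 replicates, and 20120935, 18265369 and 18927240 in the CHIR replicates. The group means were 20331164 ± 102837 counts for control, 18959675 ± 1716934 for BRD0705 and 19104515 ± 940399 for CHIR (SD, n = 3 each). The 10 rows with the most counts took 6.62 to 7.43% of each library. After the low-count filter, 15366 of the 52264 rows of the count table were tested. Pairs of libraries of one group differed by more than sampling noise in each of the 9 pairs, with a chi-square per degree of freedom of 3.37 to 7.89. This sets them apart from repeated sequencing of one library, but not from separate preparations of one RNA sample. Each library was counted as a replicate because the labels number it as one. The Pearson correlation of log2 CPM (counts scaled to library size) within those pairs, across genes, was 0.988 to 0.992. In a principal component analysis of log2 CPM, the first component held 23.4% of the variance. The CHIR libraries lay between 15.5 and 30.2 on it, and the control and BRD0705 libraries between -12.9 and -6.20.

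The gene named in the genotype label was examined first. Ctnnb1, which encodes β-catenin, had reads in all 9 libraries, at 344 ± 21.4 CPM (SD, n = 9) and from 5657 to 7457 counts per library. Its mean expression was at percentile 96.9 of the tested genes. No library of the parental, unedited cells was analysed here, and counts per gene do not show which exons the reads came from, so the cells are described throughout as labelled β-catenin null. Ctnnb1 lies on GRCm39 chromosome 9 from 120757422 to 120789579, with 15 exons in GENCODE vM39, and overlaps other annotated genes on both strands. No difference between treatments passed the threshold. The gene was at 343 ± 10.7 CPM in control, 329 ± 25.8 CPM with BRD0705 and 361 ± 17.3 CPM with CHIR (SD, n = 3 each). The drug targets were also expressed in every library, Gsk3a at 215 ± 20.8 CPM and Gsk3b at 81.8 ± 5.14 CPM (SD, n = 9 each). Tcf7l1, a TCF/LEF family repressor, was at 401 ± 45.3 CPM, and Jup, which encodes plakoglobin, a relative of β-catenin, was at 369 ± 25.8 CPM (SD, n = 9 each). None of the 15 tests of these 5 genes passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, and 3 had an unadjusted p under 0.05. The lowest adjusted p was 0.144, for Jup in BRD0705 against control, which ranged from 0.0437 with DESeq2 to 0.683 over its alternatives.

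A technical difference between groups was looked for in the feeder cells. A list of 10 fibroblast marker genes had a mean log2 CPM of 7.03 ± 0.11 in control, 7.29 ± 0.02 with BRD0705 and 7.25 ± 0.16 with CHIR (SD, n = 3 each). All 10 markers were higher than control under each inhibitor. Their mean log2 fold change was 0.26 for BRD0705 (limma camera, adjusted p 6.76e-06 over 3 tests) and 0.22 for CHIR (limma camera, adjusted p 0.000192). BRD0705 and CHIR did not differ from each other in these markers (mean log2 fold change 0.04, limma camera, adjusted p 0.531). With the replicate number as a block, the adjusted p values were 8.30e-06, 0.000150 and 0.487 by limma camera. These tests used a fixed correlation between genes of 0.01. With the correlation estimated from the data, at 0.640, an alternative chosen after seeing the data, the adjusted p was 0.262 for each inhibitor against control and 0.810 between inhibitors by limma camera. The scores of single libraries overlapped between control and CHIR, with CHIR replicate 3 at 7.06 and control replicate 1 at 7.15, and did not overlap between control and BRD0705. The pairing check described with the first comparison, the mean correlation of same-numbered libraries, was -0.00119. The libraries also differed in how their counts varied with GC content. The Spearman correlation, across genes, between a library's deviation from the gene mean and transcript GC content was -0.292 to 0.192 among the controls, 0.0560 to 0.261 among the BRD0705 libraries and -0.117 to -0.0548 among the CHIR libraries. The labels give no batch or sequencing date, so neither difference could be assigned to one.

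**Figure D1:**
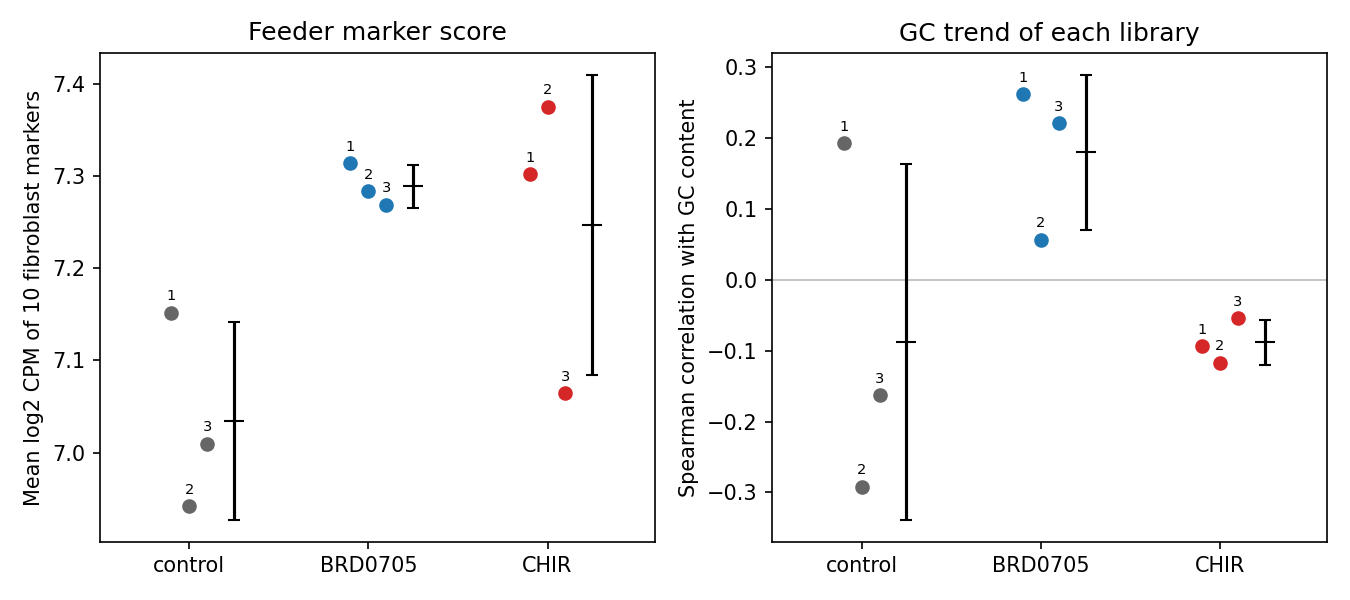
Left, mean log2 CPM of 10 fibroblast marker genes in each library (points, numbered by replicate) with the group mean and SD (bars) for control, BRD0705 and CHIR. Right, Spearman correlation across genes of each library's deviation from the gene mean with GC content. Marker means were 7.03 in control, 7.29 with BRD0705 and 7.25 with CHIR, and the controls spanned GC correlations from -0.292 to 0.192.

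BRD0705 was compared with control to ask which transcripts changed within 30 min of inhibiting GSK3α. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 188 of 15366 genes passed an adjusted p of 0.05, 106 higher and 82 lower. At an unadjusted p under 0.05 there were 2436 genes. The median absolute log2 fold change of the 188 genes was 0.32, and 4 of them changed by at least 1 on the log2 scale. In all 188 the CPM values of the 2 groups did not overlap, as in 20.2% of all tested genes, where chance gives 10% for 3 against 3. With the replicate number as a block the count was 222. Over all 3 groups, same-numbered libraries did not deviate together on average. The mean correlation of their deviations from the group means was -0.00119 over 9 pairs, against 0.000622 for 18 pairs with different numbers. These means are not independent, because deviations cancel within a group. Same-numbered pairs of BRD0705 and control were each weakly positive, at 0.0155, 0.0764 and 0.0802. The other same-numbered pairs ranged from -0.0897 to 0.0626. Of the alternatives, no low-count filter gave 609 genes and DESeq2 489. With the feeder marker score as a covariate, chosen after seeing the data, 0 genes passed the threshold and 1087 had an unadjusted p under 0.05. Removing each library's trend over GC content and transcript length, also chosen after seeing the data, left 116 genes, and 114 together with the replicate block. The genes higher with BRD0705 had a median GC content of 57.9% and the lower ones 46.7%, against 50.6% for all tested genes.

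Of the genes with the largest changes under BRD0705, the noncoding genes Gm7292 and Gm17035 rose by 0.95 ± 0.17 and 0.82 ± 0.14 on the log2 scale (SE), with adjusted p values of 0.00933 and 0.00867 by edgeR, and passed in 7 and 8 of the 9 fits that each left out 1 library. Both lie opposite another gene (1700030F04Rik and Ndrg1), and strand handling in the counting is not stated, so these values are uncertain. Gm20431 rose by 1.28 ± 0.28 (SE; edgeR adjusted p 0.0351), and Gm49450 fell by 3.00 on the log2 scale (SE 0.42; edgeR adjusted p 0.00347). They passed in 4 and 9 of the 9 fits that left out 1 library. Their reads can be shared with genes on the same strand, Peds1 and Ube2v1 for Gm20431 and the tubulin genes Tuba1a and Tuba1b for Gm49450, so both are uncertain. Control libraries ranged from 20.4 to 66.5 CPM for Gm49450. Septin2 fell by 0.62 (SE 0.11; edgeR adjusted p 0.00928) but has a second row in the count table that can share its reads. Ndufb4c, annotated as a processed pseudogene, fell by 0.82 (SE 0.14; edgeR adjusted p 0.00928) and Gm20390, with no match in GENCODE vM39, by 0.71 (SE 0.12; edgeR adjusted p 0.00587). The reads of a pseudogene can be split with its parent gene, and Ndufb4c also overlaps Mroh5 on the same strand. Gm20390 could not be placed, so both genes are uncertain as well.

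CHIR was compared with control to ask which transcripts changed within 30 min of inhibiting both GSK3 enzymes. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 968 of 15366 genes passed, 387 higher and 581 lower, and 3148 had an unadjusted p under 0.05. The median absolute log2 fold change of the 968 genes was 0.36. Of the 77 genes that also changed by at least 1 on the log2 scale, 8 were higher and 69 lower. CPM values of the groups did not overlap in 955 of the 968, and in 25.1% of all tested genes, where chance gives 10%. The replicate block gave 973 genes, with the same pairing check of -0.00119, the GC and length correction 1177, and the block with that correction 1098. With the feeder marker score as a covariate the count was 146.

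Of the genes lowered most by CHIR, Dido1, Ppp1r10 and Rimbp3 changed by far more than the spread between replicates, and Synpo2l by less in proportion. Dido1 (GRCm39 chromosome 2, 180299738 to 180351874, minus strand, 16 exons) fell from 307 ± 16.1 to 116 ± 2.79 CPM, and stood at 322 ± 16.3 CPM with BRD0705 (SD, n = 3 each). Its log2 fold change was -1.40 ± 0.06 (SE; edgeR adjusted p 1.96e-11). Ppp1r10 (chromosome 17, 36227326 to 36243441, plus strand, 19 exons), which encodes a regulatory subunit of protein phosphatase 1, fell from 126 ± 5.83 to 42.99 ± 2.71 CPM, and stood at 146 ± 7.17 CPM with BRD0705 (SD, n = 3 each). Its log2 fold change was -1.55 ± 0.06 (SE; edgeR adjusted p 1.96e-11). Rimbp3 (chromosome 16, 17026467 to 17031846, 1 exon) had lower counts, at 2.91 ± 0.128 CPM in control and 0.781 ± 0.228 CPM with CHIR (SD, n = 3 each; log2 fold change -1.89 ± 0.23 SE, edgeR adjusted p 7.78e-05). Synpo2l fell by 1.41 (SE 0.26; edgeR adjusted p 0.00344), from 2.87 ± 0.839 to 1.08 ± 0.107 CPM (SD, n = 3 each). All 4 stayed past the threshold in each of the 9 fits that left out 1 library. With the feeder covariate Synpo2l had an edgeR adjusted p of 0.169, against a range of 1.02e-06 to 0.169 over its alternatives. Dido1 and Ppp1r10 overlap other annotated genes on both strands, mostly small RNA or predicted genes, and Ppp1r10 lies partly opposite Mrps18b, so some of their reads could be shared.

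The genes raised most by CHIR were expressed at low levels. Ch25h, the cholesterol 25-hydroxylase gene, rose from 3.99 ± 0.353 to 8.45 ± 0.681 CPM (SD, n = 3 each; log2 fold change 1.08 ± 0.16 SE, edgeR adjusted p 0.000548). Ereg, which encodes epiregulin, rose from 1.89 ± 0.0471 to 3.91 ± 0.411 CPM (SD, n = 3 each; log2 fold change 1.04 ± 0.18 SE, edgeR adjusted p 0.00153). Egr1, an immediate early transcription factor gene, rose from 4.002 ± 0.596 to 7.45 ± 0.549 CPM (SD, n = 3 each; log2 fold change 0.90 ± 0.14 SE, edgeR adjusted p 0.00110). The chemokine gene Cxcl2 rose from 2.66 ± 0.0854 to 4.82 ± 0.681 CPM (SD, n = 3 each; log2 fold change 0.86 ± 0.19 SE, edgeR adjusted p 0.0115). It passed in 8 of the 9 fits that left out 1 library, and the other 3 genes in all 9. The feeder covariate took Ch25h, Egr1 and Cxcl2 to edgeR adjusted p values of 0.0529, 0.0869 and 0.210. Each was the highest of that gene's alternatives, whose lowest were 1.61e-10, 6.13e-07 and 0.000144. Ch25h and Ereg lie opposite predicted genes.

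**Figure D2:**
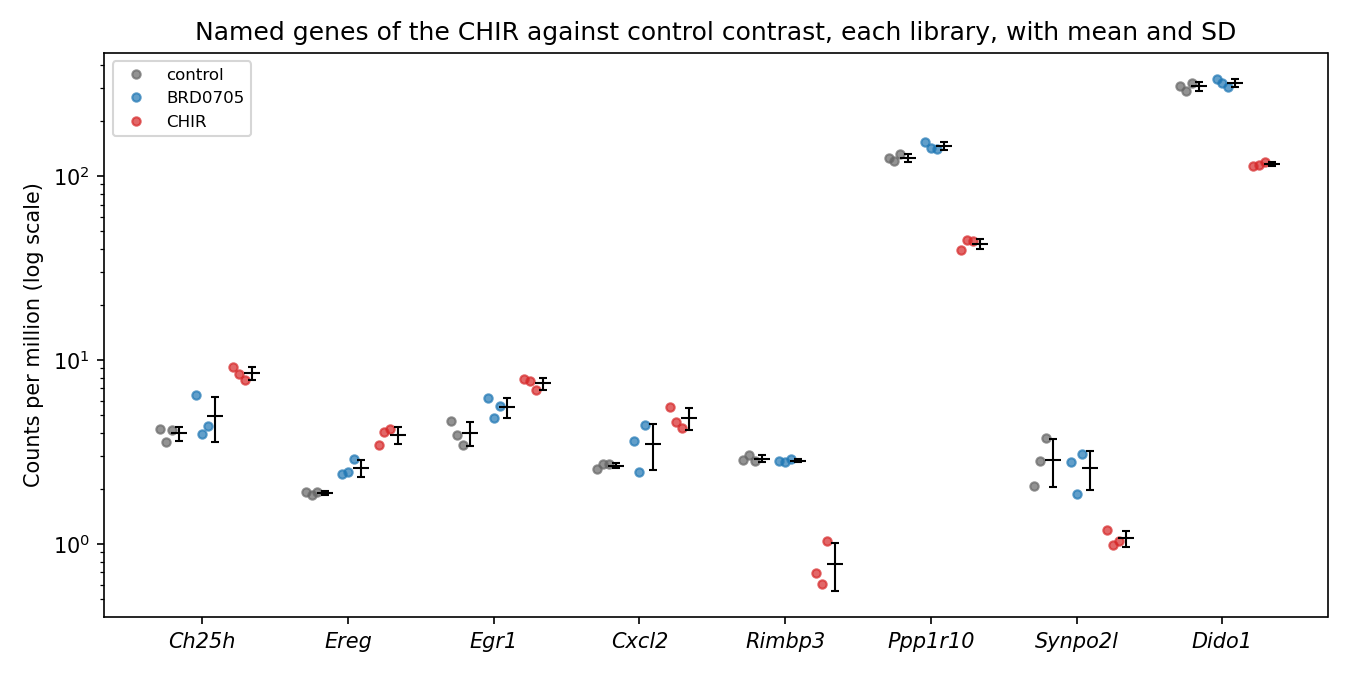
CPM on a log scale in each library (points) for the 4 genes raised most and the 4 lowered most in CHIR against control, with the group mean and SD (bars) for control, BRD0705 and CHIR. Dido1 stood at 307 CPM in control, 322 CPM with BRD0705 and 116 CPM with CHIR, and the 3 CHIR libraries of each gene lay on one side of the 3 controls.

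The inhibitors were compared directly with each other. The control libraries are not part of this difference, but they enter the filter, the scaling and the dispersion of the shared fit. With only the 2 inhibitor groups fitted, 1069 genes passed. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1194 of 15366 genes passed, 738 higher with BRD0705 than with CHIR and 456 lower, and 3452 had an unadjusted p under 0.05. Of these, 71 differed by at least 1 on the log2 scale. The groups' CPM values did not overlap in 1177 of the 1194, against 26.7% of all tested genes and 10% by chance. The replicate block gave 1177 genes, with a pairing check of -0.00119, the GC and length correction 1108, the block with that correction 1018, and the feeder covariate 1013. Ppp1r10, Dido1 and Rimbp3 were higher with BRD0705 than with CHIR by 1.76 ± 0.06, 1.47 ± 0.06 and 1.86 ± 0.23 on the log2 scale (SE), with edgeR adjusted p values of 4.16e-12, 6.33e-12 and 8.80e-05. Gm14419 was higher by 1.68 ± 0.50 (SE; edgeR adjusted p 0.0447), but its CHIR libraries ranged from 0.383 to 6.83 CPM and it passed in 2 of the 9 fits that left out 1 library. Nopchap1 was lower with BRD0705, at 39.1 ± 1.04 against 68.0 ± 2.601 CPM (SD, n = 3 each; log2 fold change -0.80 ± 0.06 SE, edgeR adjusted p 3.77e-07). Its control level was 40.3 ± 2.54 CPM (SD, n = 3), close to that with BRD0705. The gene lies partly opposite Aldh1l2. The other genes lower with BRD0705 by the same rule were Gnasas1 (-0.98 ± 0.22 SE, edgeR adjusted p 0.00980), Nlrp12 (-0.81 ± 0.15 SE, edgeR adjusted p 0.00347) and the second row of Nnt (-0.92 ± 0.14 SE, edgeR adjusted p 0.000661). Gnasas1 was at 1.67 CPM in control, 1.47 with BRD0705 and 2.92 with CHIR. The control means of Nlrp12 and the second row of Nnt lay between those of the inhibitors. Gnasas1 lies opposite Gnas, Nlrp12 overlaps microRNA genes on both strands and the rows of Nnt can share reads, so these are uncertain.

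**Figure D3:**
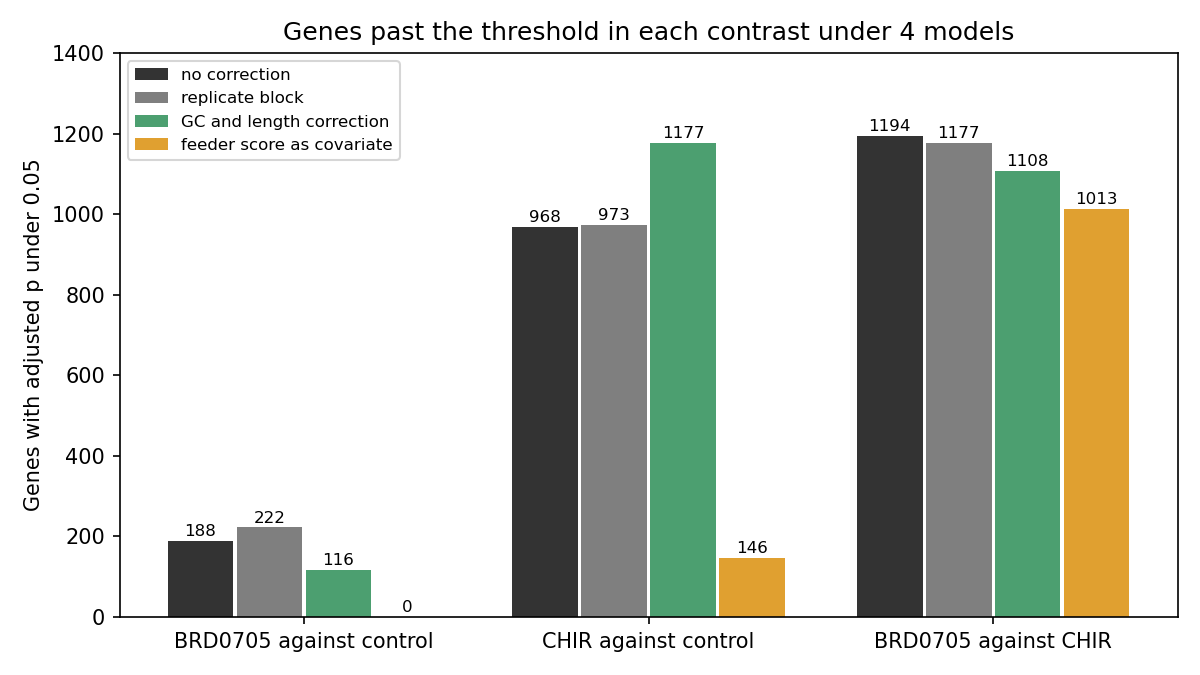
Number of genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test for each contrast (bars from 0), without correction, with the replicate number as a block, with the GC and length correction and with the feeder marker score as a covariate. BRD0705 against control went from 188 to 0 genes and CHIR against control from 968 to 146 with the feeder covariate, and BRD0705 against CHIR from 1194 to 1013.

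The changes under both inhibitors were set side by side. In the same direction, 50 genes passed against control under both, 33 higher and 17 lower, where the product of the shares gives 5.77. Another 4 genes passed in opposite directions: Ahdc1, Rusc2 and Zcchc24 were higher with BRD0705 and lower with CHIR, and Cirbp the reverse; they were named after their values were seen. The replicate block gave 64 genes in the same direction, with a pairing check of -0.00119. Across the 15366 genes, which are not independent replicates, the log2 fold changes of both inhibitors had a Pearson correlation of 0.274, and 0.276 with the block. Both contrasts use the same control libraries, which raises this correlation and the overlap. When each inhibitor was set against different control libraries, the mean correlation over the 6 ways to do so was -0.00944, with a range of -0.0605 to 0.0476.

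Panels of genes were tested with limma camera, with adjustment over 12 tests. The 16 tested immediate early genes had a mean log2 fold change of 0.21 with BRD0705 (adjusted p 6.08e-06 by limma camera, 13 of 16 higher) and 0.21 with CHIR (adjusted p 0.000229 by limma camera, 13 of 16 higher). With the replicate block, these adjusted p values were 8.79e-06 and 0.000331 by limma camera, and 0.823 for the direct contrast, with the pairing check of -0.00119. Both lost significance when the correlation between genes was estimated from the data in place of the fixed value of 0.01, with adjusted p values of 0.148 and 0.165 by limma camera, against ranges of 7.50e-10 to 0.148 and 6.73e-07 to 0.165 over the alternatives. With the feeder covariate both means stayed past the threshold, at 0.12 for BRD0705 and 0.14 for CHIR (adjusted p 0.0178 each by limma camera). BRD0705 and CHIR did not differ in the panel mean (-0.01, adjusted p 0.832 by limma camera). Over all genes, 4 panel members passed with BRD0705, 7 with CHIR and 4 in the direct contrast, and over the panel alone 9, 8 and 7. Fosl1 and Junb passed in both contrasts by edgeR, with log2 fold changes of 0.47 and 0.33 for BRD0705 and 0.76 and 0.38 for CHIR. For BRD0705 they passed in 6 and 5 of the 9 fits that left out 1 library, and for CHIR in all 9. With BRD0705, Dusp1 and Nr4a1 also rose, by 0.45 ± 0.06 and 0.30 ± 0.07 (SE; edgeR adjusted p 0.00127 and 0.0368), and passed in 9 and 4 of those fits. With the feeder covariate their adjusted p values were 0.210 and 0.698 by edgeR. Fosl1 and Junb did not pass for BRD0705 with that covariate either. With CHIR, Egr1, Ier2, Ier3 and Jun also rose, while Myc fell by 0.25 (SE 0.07; edgeR adjusted p 0.0476) and passed in 2 of those fits. Jun passed in 5 of them, and Egr1, Ier2 and Ier3 in all 9. Over the 23 alternatives, Egr1, Ier2, Ier3 and Junb with CHIR each fell below the threshold in 1 and Jun in 5. Fosl1 with CHIR stayed past it in all 23. Single members differed directly: Dusp1 and Myc were higher with BRD0705 than with CHIR by 0.35 ± 0.06 and 0.47 ± 0.07 (SE; edgeR adjusted p 0.000992 and 0.000571), and Ier3 and Ier2 were lower by 0.31 and 0.19 (SE 0.06 and 0.05; edgeR adjusted p 0.00343 and 0.0425). Ier2 passed in 1 of the 9 fits that left out 1 library, and the other 3 in all 9.

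The naive pluripotency panel of 12 genes did not pass in the 3 contrasts. Its mean log2 fold change was -0.02 for BRD0705 against control (adjusted p 0.832 by limma camera), 0.06 for CHIR against control (adjusted p 0.111, unadjusted 0.0369) and -0.08 for BRD0705 against CHIR (adjusted p 0.105, unadjusted 0.0262). With the replicate block the adjusted p values were 0.829, 0.182 and 0.153 by limma camera, with the pairing check of -0.00119. DESeq2 statistics in camera gave 0.0220 for CHIR against control and for BRD0705 against CHIR, against ranges of 0.0220 to 0.297 and 0.0220 to 0.251 over the alternatives. Of its members, 2 passed over all genes with CHIR and 3 over the panel alone, 2 and 2 in the direct contrast, and 0 and 0 with BRD0705, where 2 had an unadjusted p under 0.05. Esrrb rose from 886 ± 16.3 to 1034 ± 13.3 CPM with CHIR and was at 929 ± 10.1 CPM with BRD0705 (SD, n = 3 each; log2 fold change against control 0.22 ± 0.05 SE, edgeR adjusted p 0.00734). Klf4 rose from 165 ± 4.38 to 188 ± 9.33 CPM with CHIR and was at 148 ± 5.02 CPM with BRD0705 (SD, n = 3 each; log2 fold change 0.19 ± 0.05 SE, edgeR adjusted p 0.0369), and passed in 4 of the 9 fits that left out 1 library. Klf4 also differed between the inhibitors (-0.35 ± 0.05 SE, edgeR adjusted p 0.000660). The formative or primed panel (9 genes tested) had mean log2 fold changes of 0.04, -0.08 and 0.11, with adjusted p values of 0.832, 0.577 and 0.577 by limma camera for BRD0705 against control, CHIR against control and BRD0705 against CHIR, and 0.829, 0.538 and 0.538 with the replicate block. Its members passed over the panel alone in 1, 2 and 4 cases. Over all genes, Dnmt3a passed in CHIR against control, falling by 0.22 (SE 0.06; edgeR adjusted p 0.0286), in 4 of the 9 fits that left out 1 library. The Wnt/β-catenin target panel (11 genes tested) had mean log2 fold changes of 0.07, -0.12 and 0.20, with adjusted p values of 0.683, 0.832 and 0.832 by limma camera in the same order, and 0.538, 0.823 and 0.823 with the replicate block. Znrf3 passed in CHIR against control, rising by 0.35 ± 0.10 (SE; edgeR adjusted p 0.0362), from 25.1 ± 0.536 to 32.03 ± 1.55 CPM (SD, n = 3 each), in 4 of those 9 fits.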

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

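The GC and length correction, its combination with the replicate block, the feeder covariate, the estimated correlation for the feeder markers and the omission of rows that can share reads were chosen after seeing the data, as were the checks of the DESeq2 filter, of single rows in the correlation and of panel members. The number of genes past the threshold for BRD0705 against control depended most on the processing. Against 188 genes, DESeq2 gave 489, and no low-count filter 609. The correction for GC content and length gave 116 and the same with the replicate block 114, the feeder marker score as a covariate 0 (1087 genes at an unadjusted p under 0.05), and an absolute log2 fold change of at least 1 gave 4. Across the 9 fits that each left out 1 library, the count ranged from 21 to 305; the lowest was without BRD0705 replicate 1. DESeq2 gave no adjusted p for 7746 of the 15366 genes, and adjusting over all of them gave 332 calls, so its filter made part of the difference. That filter left 7 of the single genes examined in this contrast without an adjusted p, and they were counted as not past the threshold. The cause of the difference without the low-count filter was not tested.

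For CHIR against control, against 968 genes, the feeder covariate gave 146 and the fold change threshold 77; leaving out 1 library gave 514 to 1070. For BRD0705 against CHIR, against 1194 genes, the fold change threshold gave 71, and leaving out 1 library 616 to 1313. The other alternatives tried for these contrasts stayed within 1.5 times. Scaling moved the split of higher against lower calls: with library size only it was 252 to 702 for CHIR against control, against 387 to 581, and 912 to 239 for BRD0705 against CHIR, against 738 to 456. With DESeq2, CHIR against control was split 469 to 459. The median log2 fold change of all genes moved by less than 0.1 under each scaling.

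Genes changed in the same direction under both inhibitors numbered 50. DESeq2 gave 102, no low-count filter 163, the feeder covariate 0 and the fold change threshold 1, and leaving out 1 library gave 7 to 75. The correlation of the log2 fold changes was 0.274, and it was -0.00944 with separate control libraries, against 0.323 with shared controls in the same calculation, so the sharing of controls moved it. It was 0.450 with no low-count filter, 0.446 with a mean CPM of at least 1, 0.355 with each inhibitor fitted alone with control and 0.545 with the feeder covariate, and 0.303 to 0.520 when 1 library was left out. With a mean CPM of at least 1, leaving out the single row Gm29216 gave 0.311. Without the row that contributed most, the value stayed at 0.447 with no low-count filter, 0.3525 with each inhibitor fitted alone with control and 0.533 with the feeder covariate, so a single row did not make those. In the fits that left out 1 library it was 0.241 to 0.481 without that row, against 0.2875 in the fit of all 9. Other causes were not tested.

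The rise of the feeder markers lost significance when the correlation between genes was estimated, with an adjusted p of 0.262 for BRD0705 and for CHIR against control. The estimate of 0.640 in place of 0.01 is the only difference between these tests. Panel means that changed sign were not past the threshold in either setting. The naive panel for BRD0705 against control was 0.0052 with the feeder covariate, and -0.025 to 0.0012 when 1 library was left out. The formative panel for BRD0705 against control was -0.017 with the GC and length correction and -0.018 with the block as well. The Wnt panel was -0.073 for BRD0705 against control with the feeder covariate, 0.044 and 0.041 for CHIR against control with a mean CPM of at least 1 and with only the compared groups, and -0.038 for BRD0705 against CHIR with a mean CPM of at least 1. The immediate early panel for BRD0705 against CHIR was 0.024 with library size only, and -0.028 to 0.024 when 1 library was left out. The sign changes of the Wnt panel under those 2 settings came from a loss of low-count members. Fitting only the compared groups left out Rnf43, with 0 to 6 counts in the CHIR libraries, and over the 10 members left the uncorrected fit of all libraries gave 0.035 for CHIR against control. A mean CPM of at least 1 left out Rnf43, Cdx1 and T, and over the 8 members left that fit gave 0.042 for CHIR against control and -0.043 for BRD0705 against CHIR. With library size only, the sign change of the immediate early panel came with a scaling shift of all genes. The median log2 fold change of all genes went from 0.0038 to 0.0354, and the panel mean from -0.0076 to 0.0237. The cause of the other sign changes was not tested.

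Log2 fold changes of target genes changed sign when 1 library was left out, none past the threshold: Ctnnb1 with BRD0705 against control ranged from -0.11 to 0.0011, Tcf7l1 with CHIR against control from -0.052 to 0.12, Jup with CHIR against control from -0.00086 to 0.066, Gsk3a for BRD0705 against CHIR from -0.13 to 0.015, and Tcf7l1 for BRD0705 against CHIR from -0.039 to 0.19. With the feeder covariate, which is built from them, the markers Dcn, Fbln2 and Fbn1 were at -0.063, -0.0019 and -0.0015 for BRD0705, and Col1a2, Dcn, Fbln2 and Fbn1 at -0.039, -0.037, -0.043 and -0.046 for CHIR. Among single genes, 155 other combinations of gene, contrast and alternative fell below the threshold and 71 rose past it; for panels these numbers were 2 and 3. Dido1, Ppp1r10 and Rimbp3 kept their direction and their side of the threshold under each of the 23 alternatives run for them, against control with CHIR and in BRD0705 against CHIR. At this depth and number of libraries, changes of 0.5 on the log2 scale were recovered in 78% of simulated genes, so smaller changes are the ones most often missed.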

Other observations

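The tests of GC content, of the size of changes that feeder RNA can give, of Ctnnb1 reads, of rows that share a symbol and of exon length were chosen after the results were seen. The test of other splits was chosen before. The feeder covariate, used to test feeder RNA as the source of the calls, was chosen after seeing the data. The simulation and the random covariates that weigh the feeder test were added after its result was seen.

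Other splits of the libraries were fitted with the third group kept in the model. For BRD0705 against control, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real one, gave as many genes as 188; the next gave 0. For CHIR against control it was 1 of 4, with 968 genes against at most 1, and for BRD0705 against CHIR 1 of 4, with 1194 against 0. The 6 remaining splits of each contrast part 1 same-numbered pair and gave at most 0, 2 and 1 genes. Over the splits other than the real one, 263 to 1493, 383 to 888 and 354 to 1278 genes had an unadjusted p under 0.05, against 2436, 3148 and 3452 for the real ones. With 4 such splits the share cannot go below 0.05, so grouping by chance is not excluded by this count alone.

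For BRD0705 against control, GC content may account for part of the calls. After the GC and length correction 45.7% of the 188 genes stayed past the threshold, 86 genes, and all 188 kept their sign. Of the 188, 186 had an unadjusted p under 0.05 after it, and the median absolute log2 fold change went from 0.32 to 0.26. For CHIR against control 98.6% of the calls stayed, 954 of 968, but the correction hardly moved these calls. Their median absolute log2 fold change was 0.3636 before and 0.3622 after, and the log2 fold changes of all genes had a Spearman correlation of -0.0101 with GC content, so there was almost no GC trend to remove. For BRD0705 against CHIR 72.8% stayed, 869 of 1194.

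The test with the feeder marker score could not tell the calls against control, taken as a whole, apart from a different share of feeder RNA. With the feeder marker score as a covariate, 0% of the BRD0705 calls (0 genes, with 157 at an unadjusted p under 0.05) and 14.5% of the CHIR calls (140 genes, with 870 of 968 at an unadjusted p under 0.05) stayed past the threshold. All 188 and all 968 kept their sign. The CHIR calls that stayed, Dido1, Ppp1r10 and Rimbp3 among them, are not accounted for by the score. Under the limit set for the covariate test, fewer than 1 in 10 calls kept, the BRD0705 value would have counted for feeder RNA. The later simulation showed that this test had little power, because the score differs between control and both inhibitor groups. When the estimated changes were put into simulated libraries as true changes and the real scores were used as covariate, 15.4% of 188 and 28.2% of 968 were recovered, against 77.1% and 70.7% without it. Both real values lay below the recovered shares of that 1 simulation per contrast. The covariate widened the standard errors, by a median factor of 1.54 for BRD0705 and 1.40 for CHIR, more than it shrank the changes: the median absolute log2 fold change of the calls went from 0.32 to 0.29 for BRD0705 and stayed at 0.36 for CHIR. Among 100 covariates made from random lists of 10 genes of similar expression, 2 left as few BRD0705 calls and 19 as few CHIR calls. In BRD0705 against CHIR, where the control libraries are not part of the difference, 81.4% of the calls stayed. Under wide limits, the size of the changes did not exclude feeder RNA for most calls. The limits were the largest rise among the 10 markers, and the fall of a gene absent from feeder cells if feeder RNA were 50% of the control RNA. The 95% interval of the log2 fold change lay wholly outside them for 3.72% of the BRD0705 calls (7 genes, limits -0.80 and 0.51) and 9.09% of the CHIR calls (88 genes, limits -0.61 and 0.43). By the fitted change alone, 7.45% and 26.8% lay outside. These limits are wide. Both rest on the rise of 1 marker, Lum, which was at 2.43 CPM in control and had an SE of 0.18 in each contrast. Lox, the marker with the next largest rise, was at 0.33 for BRD0705 and 0.28 for CHIR. Limits set from the other markers, which would be narrower, were not tested. The true feeder share is not known, and smaller shares, which would narrow the lower limit, were not tested. Dilution would lower all genes absent from feeder cells alike. The 12 naive pluripotency genes had mean log2 fold changes of -0.02 for BRD0705 and 0.06 for CHIR, with 7 higher under each. If feeder cells lack them, which was not tested, this argues against dilution as the source of the lowered calls. The raised calls are not covered. Whether the feeder share differed at all is also uncertain, since the marker difference did not pass when the correlation between genes was estimated. The means of the feeder markers and of the immediate early panel were both raised to a similar extent by each inhibitor. A property of the 3 control libraries is a candidate explanation for these means, not tested apart from treatment. It does not cover the single immediate early genes that differed between the inhibitors in both directions. The immediate early means stayed past the threshold with the feeder covariate, at 0.12 for BRD0705 and 0.14 for CHIR (limma camera, adjusted p 0.0178 each).

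Ctnnb1 reads were present in libraries labelled β-catenin null. Feeder cells as the only source would give a slope of 1 for log2 Ctnnb1 CPM on the feeder marker score. The slope over 9 libraries was 0.0648, with a 95% interval of -0.465 to 0.594, so the reads did not follow the feeder score in that way. Pearson's r was 0.109 (exact permutation p 0.786) and Spearman's rho 0.25 (exact permutation p 0.521), over 9 libraries; r was 0.112 without the 2 libraries farthest from the median score. Within the groups the slope was 0.234, with a 95% interval of -0.550 to 1.02, which holds 0 and 1, and the scores span only a 1.35-fold range. A transcript that lacks the deleted exons but is still counted, or cells that are not null, may each be the source; neither was tested, since counts per exon were not used here.

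Some gene symbols have a second row in the count table, and these rows may trade reads. For 9 such pairs with enough counts, the SD of the summed rows was 0.379 of that of the more variable row (median). That ratio does not settle it: 21.2% of 1000 random sets of row pairs with similar counts had a ratio as low. The deviations of both rows from the group means had a median correlation of -0.548 and were negatively correlated in 7 of 9 pairs, and 0.1% of the random sets had a median as low. The split of reads between such rows therefore cannot be told apart from count noise by the ratio, but the correlation is consistent with it. Zc3h11a, named after its values were seen, had the lowest ratio, 0.0889, with a correlation of -0.816 between its rows.

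The genes lowered by CHIR had long exons. The median longest exon of the 565 lowered genes with an annotation was 2607 bp, against 1534 to 1868 bp for the central 95% of 10000 random lists matched on mean expression, so low expression of the lowered genes did not give it. The genes raised by CHIR had 1653 bp, inside 1509 to 1910 bp. After the GC and length correction the lowered genes had 2492 bp, against 1545 to 1858 bp. That correction hardly moved the CHIR calls, so this value cannot decide on a GC or length cause. The random lists were not matched on transcript length, whose median was 3972 bp for the lowered genes and 3241 bp for all tested genes. With the feeder covariate they had 2924 bp, against at most 2188 bp in the central 95% of random lists, and without the rows that can share reads 2597 bp, against at most 1871 bp. The genes lower with CHIR than with BRD0705 had 2615 bp. The 79 genes lowered by BRD0705 had 980 bp, below the random range of 1251 to 2109 bp. A hypothesis is that transcripts with long exons, which may turn over fast, lost synthesis within 30 min of CHIR. RNA half-lives were not measured or used here. The feeder covariate left most of the calls against control open, although the naive panel argued against dilution for the lowered ones. In 22 rows with a mean log2 CPM of at least 1, the fitted level fell by at least 1 on the log2 scale. If the decay rate was unchanged and the row holds all reads of its gene, the fitted falls put the half-life limits at 15.9 to 30.0 min. These limits are point estimates that leave out the error of the change, as for Synpo2l at -1.41 with an SE of 0.26. The half-life limit is void for Zc3h11a, whose 2 rows together had 2071 to 2191 counts in control and 2059 to 2316 with CHIR. It is uncertain for Gm49450, which can share reads, and for Gm14419, where a CHIR library had 6.83 CPM and a control 6.80 CPM. Among them was also Frat1, which encodes a GSK3-binding protein (log2 fold change -1.22; named after its values were seen).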
